# Two Loci, *RiAF3* and *RiAF4*, Contribute to the Annual-Fruiting Trait in *Rubus*

**DOI:** 10.3389/fpls.2019.01341

**Published:** 2019-10-25

**Authors:** Rubina Jibran, Jessica Spencer, Gina Fernandez, Amparo Monfort, Mourad Mnejja, Helge Dzierzon, Jibran Tahir, Kevin Davies, David Chagné, Toshi M. Foster

**Keywords:** marker-assisted selection, primocane, floricane, comparative mapping, RNA sequencing, annual-fruiting, biennial-fruiting

## Abstract

Most *Rubus* species have a biennial cycle of flowering and fruiting with an intervening period of winter dormancy, in common with many perennial fruit crops. Annual-fruiting (AF) varieties of raspberry (*Rubus idaeus* and *Rubus occidentalis* L.) and blackberry (*Rubus* subgenus *Rubus*) are able to flower and fruit in one growing season, without the intervening dormant period normally required in biennial-fruiting (BF) varieties. We used a red raspberry (*R. idaeus*) population segregating for AF obtained from a cross between NC493 and ‘Chilliwack’ to identify genetic factors controlling AF. Genotyping by sequencing (GBS) was used to generate saturated linkage maps in both parents. Trait mapping in this population indicated that AF is controlled by two newly identified loci (*RiAF3* and *RiAF4*) located on *Rubus* linkage groups (LGs) 3 and 4. The location of these loci was analyzed using single-nucleotide polymorphism (SNP) markers on independent red raspberry and blackberry populations segregating for the AF trait. This confirmed that AF in *Rubus* is regulated by loci on LG 3 and 4, in addition to a previously reported locus on LG 7. Comparative RNAseq analysis at the time of floral bud differentiation in an AF and a BF variety revealed candidate genes potentially regulating the trait.

## Introduction

The *Rosoideae* subfamily of Rosaceae contains many economically important soft berry crops, including red and black raspberry (*Rubus idaeus* and *Rubus occidentalis* L. respectively), blackberry (*Rubus* subgenus *Rubus*) and strawberry (*Fragaria* species), which are renowned for their taste and health properties (Potter et al., 2007; Hummer and Janick, 2009; Shi et al., 2013; Simpson, 2018). Raspberry (*Rubus* sp.) is a shrub that initiates shoots (canes) from a perennial root system (Keep, 1988; Carew et al., 2000; Sønsteby and Heide, 2009; Heide et al., 2013; Graham and Simpson, 2018). Biennial-fruiting (BF) raspberry varieties (also called floricane-fruiting or summer-fruiting) initiate axillary floral buds toward autumn of the first year of growth, but these do not develop into fruit until spring/summer of the following year. Annual-fruiting (AF) varieties (also called primocane-fruiting or autumn-fruiting) initiate flowers in late spring/early summer that develop into fruit from summer until late autumn of the same year. In both AF and BF varieties, flowering and fruiting initiate from the shoot tip and develop basipetally after vegetative growth has stopped. The key developmental difference between the two flowering phenologies is that AF floral buds are initiated earlier and progress directly to fruit set, whereas floral initiation is normally followed by dormancy in BF types (Keep, 1988; Carew et al., 2000; Sønsteby and Heide, 2009; Heide et al., 2013).

Flowering time is controlled by complex interactions among endogenous factors, such as developmental pathways and hormones, as well as environmental cues, such as temperature and day length (Simpson and Dean, 2002; Song et al., 2018; Tabas-Madrid et al., 2018; Kinmonth-Schultz et al., 2019; Kozlov et al., 2019). A number of genes that integrate specific signals and either repress or activate flowering have been identified and characterized in model species, such as *Arabidopsis* and *Antirrhinum* (Simpson and Dean, 2002; Wigge et al., 2005; Khan et al., 2014; Blumel et al., 2015; Sasaki et al., 2015). Among these, CONSTANS (CO), FLOWERING LOCUS T (FT), SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1), FLOWERING LOCUS C (FLC), AGAMOUS1 (AG1), and LEAFY (LFY) are the best characterized flowering integrators (Yanofsky et al., 1990; Blazquez et al., 1997; Kardailsky et al., 1999; Kobayashi et al., 1999; Michaels and Amasino, 1999; Yoo et al., 2007; Deng et al., 2011; Pin and Nilsson, 2012; Song et al., 2018; Tabas-Madrid et al., 2018). For example, CO activates flowering under long days in both FLC-dependent and independent manners by activating flower promoters *FT* and *SOC1* (Kim et al., 2008; Michaels and Amasino, 2001). FLC regulates floral transition by repressing the key genes of flowering pathway, for example, *FT* and *SOC1* (Simpson and Dean, 2002; Crevillen and Dean, 2011). FLC antagonizes the flowering pathway in a dose-dependent manner, with FLC abundance being regulated by an interplay between epigenetic factors and RNA-processing factors, such as polyadenylation and splicing (Simpson, 2004). Recently, it was shown that CO accelerates flowering under long days but represses flowering under very short days (3 hours light) by regulating *FT* expression (Luccioni et al., 2019).

Although there is little information on the genes controlling flowering in raspberry, more is known about the environmental cues that stimulate flowering. For example, floral induction in BF varieties is triggered by a combination of decreased temperatures and shorter photoperiod (Fejer and Spangelo, 1974; Dale and Daubeny, 1987; Carew et al., 2000; Sønsteby and Heide, 2009; Hodnefjell et al., 2018). Although there is no absolute requirement for AF varieties to experience chilling in the prior season to initiate flowering, as newly initiated canes can progress through fruiting in a single season, the expression of AF in terms of floral consistency across canes and the total number of flowers is strongly influenced by chilling (Sønsteby and Heide, 2009).

Modern AF varieties of red and black raspberry have complex pedigrees because of interspecific hybridization with other *Rubus* species during their development, including *R.* *arcticus*, *R. odoratus*, and *R. spectabilis* (Keep, 1988; Lewers et al., 2005; Dossett et al., 2012). Many studies have been conducted to study the genetic inheritance of AF in raspberry and blackberry, along with an analogous continuous flowering trait in strawberry. Continuous or perpetual flowering in commercial strawberry (*Fragaria* × *ananassa*) is controlled by quantitative trait loci (QTLs) on linkage groups (LGs) 3, 4, and 7 (Gaston et al., 2013; Perrotte et al., 2016; Hackett et al., 2018), whereas AF in blackberry and red raspberry was suggested to be controlled by a recessive monogenic trait (Lewis, 1939; Haskell, 1960; Lopez-Medina et al., 2000). Castro et al. (2013) reported that in auto-tetraploid blackberry, this recessive locus was located on LG7.

Lewis (1939) demonstrated that the AF trait is controlled by a single recessive locus, later named “af” (Haskell, 1960). However, trait segregation analysis performed on various AF populations suggested an alternative possibility of multiple loci having minor effects on the expression of AF (Slate, 1940; Waldo and Darrow, 1941; Oberle and Moore, 1952; Ourecky, 1976; Fejer, 1977; Barrientos and Rodriguez, 1980). For example, Barrientos and Rodriguez (1980) suggested the possibility of partial dominance for the AF cultivar ‘Malling Exploit.’ Similarly, Fejer (1977) reported that inheritance of AF in mapping populations raised from a series of diallelic crosses among seven red raspberry cultivars was predominately additive and proposed that the genetic control for the trait could not be recessive. Thus, the genetic regulation of AF in raspberry is still unclear.

To address this issue, we constructed saturated linkage maps for the AF accession NC493 and the BF cultivar ‘Chilliwack’ to map genetic loci associated with control of AF. Trait mapping in this population indicated that AF is controlled by two newly identified loci (*RiAF3* and *RiAF4*) located on *Rubus* LGs 3 and 4. The location of these loci was verified in independent red raspberry and blackberry populations segregating for AF. In addition, we compared the transcriptomes of AF and BF axillary buds to identify candidate genes involved with the transcriptional regulation of the AF trait.

## Materials And Methods

### Plant Material and Assessment of Fruiting Phenotype

A segregating population of 131 F_1_ individuals was developed from a controlled cross made in 2004 between AF accession NC493 (*R. parvifolius* x *R. idaeus* ‘Cherokee’) and BF ‘Chilliwack’ (CW) (*R. idaeus*). The seedling population was planted in 2006 at the Sandhills Research Station, Jackson Springs, NC, USA. In 2008, the 131 NC493 x CW progeny were assessed biweekly from July to September for the presence or absence of AF by determining whether flowers or fruits were present on the primocanes (canes initiated that season). The population was again evaluated in 2009 for AF on a weekly to biweekly basis from June to August, except for two individuals that died over the winter.

Three families of red raspberry (*R. idaeus*), x16.093, x16.109, and x16.111 of 47, 55, and 49 individuals, respectively, were developed from controlled crosses between AF and BF parents within the Plant & Food Research (PFR) breeding program and planted in 2017 at the PFR site located at Motueka, New Zealand. These populations were phenotyped for the presence of AF in 2018.

A tetraploid blackberry (*R.* subgenus *Rubus*) mapping population (C1) was generated from a cross between BF RM44 and AF RM63 from the IRTA-PLANASA breeding program. The population was planted in 2015 at Cartaya, Spain. The parents and progeny were phenotyped for the presence of AF in 2016 and 2017.

### Genotyping by Sequencing

High molecular weight DNA was extracted from 100 mg of leaf tissue from each individual in the 131 progeny in the NC493 x CW family using a standard CTAB protocol (Doyle and Doyle, 1987). The genotyping by sequencing (GBS) method of Elshire et al. (2011) was used to obtain reduced representation of the genomes for the two parents and progeny of 83 individuals. The GBS library preparation protocol was first optimized for the red raspberry genome by digesting DNA from a few individuals with *Ape*K1, as described by Elshire et al. (2011). GBS libraries were then constructed for 83 individuals and the two parents. The libraries from 83 individuals were combined to make the final pooled library. The quantity and quality checks of the individual libraries and the pooled library were performed using a Qubit Fluorometer and a Fragment analyser, respectively. The pooled DNA library was dried and sent to the Australian Genome Research Facility for sequencing on two lanes of the Illumina HiSeq2500 platform using single-end sequencing chemistry.

The sequencing reads were demultiplexed based on GBS library preparation bar codes using the ea-utils.1.1.2-537 package (Richardson, 2013), and those reads starting with the approved bar code immediately followed by the remnant of the *Ape*K1 cleavage site sequence were retained for further analysis. The bar coded reads meeting the initial read quality criteria were aligned to the *R. occidentalis* genome assembly of ORUS 4115-3 v3.0 (Vanburen et al., 2018) (https://www.rosaceae.org/analysis/268) using Burrows-Wheeler Aligner (bwa/0.7.17) (Li and Durbin, 2009). Single-nucleotide polymorphism (SNP) calling and GBS data filtering were performed using the GATK pipeline (gatk/3.8.0) (McKenna et al., 2010) using default parameters. The GBS pipeline used to create a set of markers is available on Github at https://jupyterhub.powerplant.pfr.co.nz/user/cfprxj/notebooks/cfprxj/bioinf_Braspberry_GBS/Variant_calls_Braspberry_GATK_pipeline.ipynb. GATK_GBS analysis yielded a total of 284,146 SNPs between the two parents.

### Preparation of GBS Markers for Linkage Analysis

The SNP data were filtered and formatted for appropriate genetic segregation codes using MS Excel (Microsoft Corporation, USA). Markers segregating abxaa, aaxab, and abxab were selected for each parent using GATK and MS Excel. Homozygous SNP calls, such as A/A, G/G, T/T, and C/C, were converted into *aa* marker type, whereas heterozygous SNP calls (such as A/G, A/T, C/T, etc.) were converted into the *ab* marker type. Joinmap v5.0^®^ (Van Ooijen and Voorrips, 2001) was used to develop genetic linkage maps for each parent of the NC493 x CW population. A LOD score >6 was employed for grouping. Due to the high number of markers on each linkage group, the markers were then filtered based on chi-square values ranging from 0.1 to 7.0, and these selected loci were subsequently used to reconstruct the maps using regression mapping (Kosambi mapping function).

### Trait Mapping

Trait mapping was initially performed by including the AF phenotypes of both years in the GBS data set using Joinmap v5.0^®^ (Van Ooijen and Voorrips, 2001). As the phenotypes in the CW x NC493 population were scored as a presence-absence of AF, which is not quantitative and cannot be used for QTL mapping with methods such as interval mapping, a chi-square test was performed on all GBS markers that were heterozygous in only one parent to identify markers linked to AF. Chi-square values for the significant differences between the expected allelic frequencies and the observed allelic frequencies were calculated with the formula:

$${Χ}^{2}=\Sigma^{k}\text{i }=1\text{ [}{\left({\text{observed value}}_{\text{i}-}{\text{expected value}}_{\text{i}}\right)}^{2}/{\text{expected value}}_{\text{i}}\text{]}$$

GBS markers with chi-square test values between 5 and 20 and *p* values <0.05 were selected for identification of QTLs controlling to the trait. This filtering criterion yielded 26,925 abxaa markers that are heterozygous for the NC493 parent and 6,571 aaxab markers that are heterozygous for the CW parent. The markers that are heterozygous for one parent and homozygous for other parent were used for QTL mapping.

Further mapping was performed using abxaa markers (heterozygous for AF parent) located around the AF loci on the NC493 parental map. The phase of these markers was calculated using Joinmap v5.0^®^ (Van Ooijen and Voorrips, 2001), and they were ordered according to their physical location on the ORUS 4115-3 v3.0 *R. occidentalis* genome assembly (Vanburen et al., 2018). Bins of 10 to 12 markers within focal points spanning no more than 100 kb physical intervals were manually inspected. Focal points were evenly spaced throughout the region flanking the *RiAF4* locus at 0.1, 2, 3.1, 3.6, 3.8, 4.1, 4.5, 6, and 8 megabase pairs (Mb). Likely genotypic errors due to allelic dropout, a common feature in GBS data for heterozygous species and detectable as a single change in phase within a linked focal point, were manually corrected. A consensus genotype was then imputed for each focal point and compared to the neighboring focal points. The linkage between each focal point and the AF phenotype was examined to delimitate the most likely genomic interval flanking the AF loci.

### High-Resolution Melting Marker Development

SNPs that were closely associated with the AF loci were selected from the GBS data set for the NC493 x CW population for transformation into high-resolution melting (HRM) quantitative PCR markers. PCR primer pairs were designed to span amplicons ranging from 70 to 150 basepairs (bp) flanking the selected SNPs using Primer3 (http://frodo.wi.mit.edu/primer3/). The following criteria were employed for primer pair design: max self-complementarity and max 3’ self-complementarity were set to 4 and 1, respectively; GC content of the primers ranged from 40 to 55%. SNP analysis (Liew et al., 2004) was performed on a LightCycler480 instrument (Roche Diagnostics), and amplifications were performed using the PCR mix and conditions described in Guitton et al. (2011). Outputs were analyzed using the LightCycler480 SW1.5 software. Heterozygous genotypes were identified as having a lower melting temperature in comparison with homozygous genotypes and a shoulder in the melting peaks. HRM markers, which were heterozygous and homozygous for the AF and BF parent, respectively, were screened over the x16.093, x16.109, and x16.111 populations, and association between the HRM genotypes and the presence of the AF trait was assessed using a chi-square test.

### Simple Sequence Repeat Marker Development and Screening

PCR primers for simple sequence repeats (SSRs) from *Rubus* were developed close to the chromosomal regions associated with the loci of interest identified in the NC493 x CW raspberry population, as well as the LG 7 locus identified in blackberry by Castro et al. (2013). SSRs were screened over the C1 blackberry population using a Hitachi ABI3500 Applied Biosystems genetic analyzer (Foster City, CA, USA). Association between the SSR alleles and the presence of the AF trait was determined using a chi-square test.

### RNAseq and Differential Gene Expression Analysis

Total RNA was extracted from axillary buds 5–10 nodes below the apex of ‘Heritage’ and ‘Wakefield,’ which are AF and BF, respectively. The cultivars were grown together in the field under standard conditions at the PFR orchard at Motueka, New Zealand. Bud samples were collected on November 5 (spring/early summer). Tissue was snap-frozen in liquid nitrogen, and total RNA was extracted from three biological replicates of each cultivar, as described in Janssen et al. (2008). The quality and concentration of the RNA samples were assessed using a Fragment Analyzer (Agilent, Santa Clara, CA, USA), and only samples with an RNA Integrity Number higher than 8 were sequenced. Library preparation was completed at the Australian Genome Research Facility using the TruSeq Stranded kit, and subsequent paired-end Illumina^®^ sequencing employed the NovaSeq6000 platform, with the S2 flow cell. An average of ∼19 million, 150-bp paired-end reads was retrieved for each sample (∼6 Gb of data). Read sequences of low-quality ribosomal RNA and adaptors were filtered out using Trimmomatic (Bolger et al., 2014) and SortMeRna (Kopylova et al., 2012). RNAseq reads were aligned to the *R. occidentalis* reference gene models (Vanburen et al., 2018) using Spliced Transcripts Alignment to a Reference (STAR), and differential expression analysis was performed using DESeq2 (Love et al., 2014). All RNAseq data, read statistics, and differentially expressed genes (DEGs) are deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE135907 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135907). Significant DEGs were selected using a threshold of α< -0.005 with an adjusted *p* value of <0.01 and a |log2 fold change | > 1. *Arabidopsis* orthologues were determined by BLAST against the TAIR database.

## Results

### Phenotypic Segregation for AF in Raspberry

The segregating population of 131 F_1_ individuals from the NC493 x CW (AF x BF) cross was assessed for the AF trait over two consecutive years. The observed segregation ratio for AF : BF phenotypes were 55:76 and 66:65 in 2008 and 2009, respectively. Thirty-three phenotypes were inconsistent between years. The subset of the population with consistent AF and BF phenotypes between years was used for GBS analysis. Out of 98 individuals sampled, five did not yield sufficient DNA for GBS and could not be analyzed further. The final set (93 individuals) used for GBS library preparation contained 42 and 51 with AF and BF phenotypes, respectively (**Table S1**).

### GBS of the NC493 x ‘Chilliwack’ Segregating Population

Two lanes of Illumina HiSeq2500 single-end 100 bp reads generated a total amount of 50,515,918,100 bp sequences and 505,159,381 total reads. The removal of adapters and filtering of low-quality reads yielded 46,822,022,484 bp (92% of the total data). The GBS libraries for eight individuals failed to produce any sequencing data. In total, 85 GBS libraries from the progeny and two duplicates of each parent yielded an average number of ∼5.8 million reads per individual that were used for read alignment against the *R. occidentalis* genome assembly ORUS 4115-3 v3.0 (Vanburen et al., 2018) (https://www.rosaceae.org/analysis/268). SNP calling identified 284,146 SNPs in total (**Table 1**). Further filtering of the SNP data was applied to remove loci that had more than 10% missing data and were monomorphic or ambiguous. These filtering criteria yielded a total of 48,002 abxaa and 16,440 aaxab SNPs heterozygous for NC493 and CW, respectively. An additional 5,821 abxab type markers were generated between the parents, resulting in 70,263 SNP markers in total.

**Table 1:** Summary of single-nucleotide polymorphism (SNP) markers obtained by genotyping by sequencing of a mapping population derived from NC493 x ‘Chilliwack’ (CW).

Parents	Total SNPs identified by GBS between parents	Monomorphic SNPs + markers with 10% missing data	abxaa SNPs	abxab SNPs
**NC493**	284,146	230,323	48,002	5,821
**CW**		261,885	16,440	

abxaa type markers are heterozygous in one parent and homozygous in the other parent. abxab type markers are heterozygous for both parents.

### Map Construction

Linkage maps were constructed for both parents (**Figures 1** and **2**; **Table 2**). The NC493 map comprised 473 markers that spanned the seven LGs, and extended over 378.1 cM, with an average distance of 0.8 cM between markers (**Figure 1**). LG4 had the greatest number of markers (80), LG5 had the fewest number of markers (33), and LG4 was the longest (108.7 cM). The CW parental map was constructed from 419 markers that spanned the seven *Rubus* LGs and covered 251.6 cM, with an average distance of 0.6 cM between markers (**Figure 2**). LG5 had the greatest number of markers (74), and LG7 had fewest markers (27). LG5 was the longest group, with 74 markers covering 75.96 cM.

**Figure 1:**
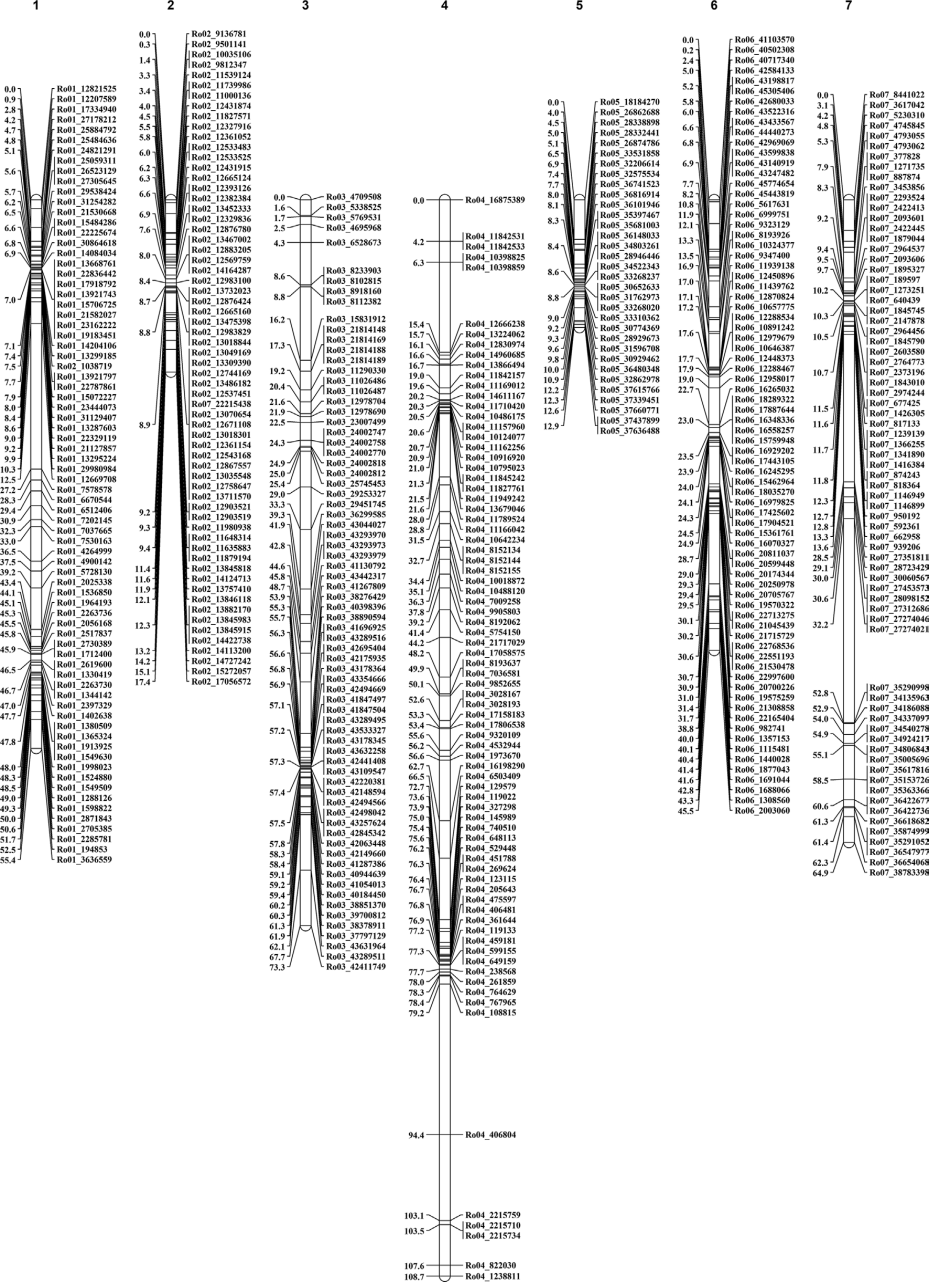
*Rubus idaeus* genetic map for Annual-Fruiting (AF) parent NC493. The vertical bars represent linkage groups, and the lines across the bars represent genotyping by sequencing (GBS) marker position in the map. The scale on the left represents the genetic distance in centiMorgans (cMs). Only markers that segregated according to the Mendelian ratio at *p* < 0.005 were employed for the map construction with Joinmap v5.0^®^ (Van Ooijen and Voorrips, 2001). Each SNP marker was named according its physical position (right-hand side) in the genome.

**Figure 2:**
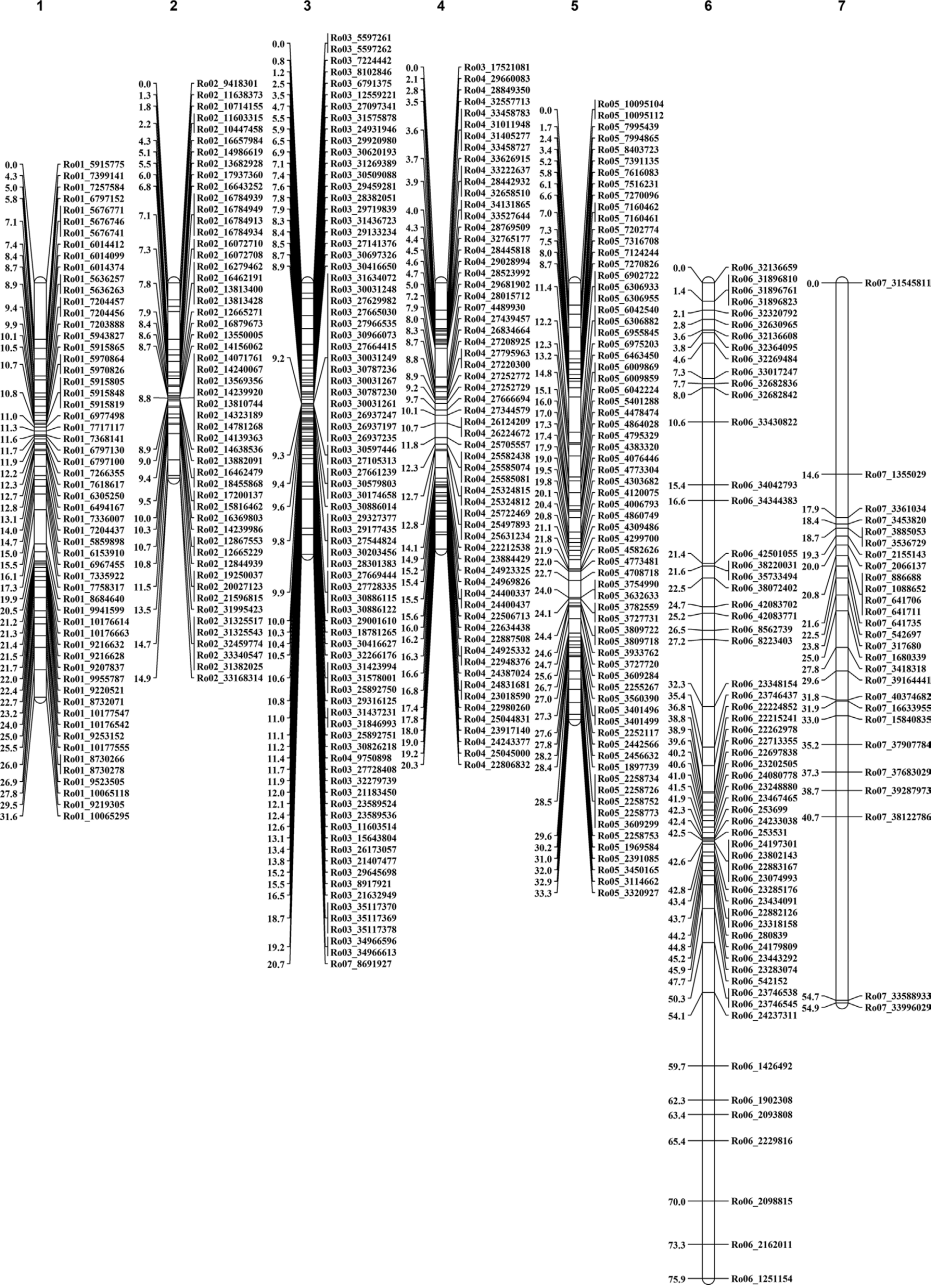
*Rubus idaeus* linkage map for Biennial-Fruiting (BF) parent ‘Chilliwack’. Each linkage group (represented by a vertical bar) was constructed using SNP loci generated by genotyping by sequencing (GBS). The lines across the bars represent marker positions in the map, and the scale on the right represents the genetic distance in centiMorgan (cM). All markers segregated according to the Mendelian ratio at *p* < 0.005, and markers were named according to their physical positions in the genome (right-hand side of each LG). The maps were generated in Joinmap v5.0^®^ (Van Ooijen and Voorrips, 2001).

**Table 2:** Summary of the linkage groups (LG) constructed for NC493 (Annual-Fruiting, AF) and ‘Chilliwack’ (CW, Biennial-Fruiting, BF) parents and the number of markers identified per LG.

Linkage groups	Number of loci mapped in the NC493 map	Number of loci mapped in the CW map
1	75	58
2	64	53
3	73	83
4	80	64
5	33	74
6	76	60
7	72	27
Total markers	473	419

The LGs were constructed by using the SNP markers obtained from a NC493 x ‘Chilliwack’ mapping population.

### Trait Locus Mapping for AF

The AF trait was not significantly associated with any markers on the saturated CW (BF) linkage map when the AF phenotypes for both years were included in the GBS data set used in map construction. Because the phenotypes were scored qualitatively as presence–absence of AF, they could not be used for interval mapping of QTLs. Hence, the chi-square test was performed on heterozygous GBS markers for each parent to identify markers linked to the AF phenotype (**Table S2**). The analysis of markers heterozygous for NC493 identified two genomic regions, located on LGs 3 and 4, that were significantly associated (LOD > 4) with AF (**Figure 3**). These two new loci were named *RiAF3* and *RiAF4* for *R. idaeus* AF, located on LGs 3 and 4 of NC493, respectively. The GBS markers chr3_41,124,650 and chr4_4,076,592 are those most significantly linked to *RiAF3* and *RiAF4*, respectively. A third locus on LG5 may be present; however, none of the markers were associated with the trait with a LOD score greater than 4. No linkage with phenotype was found for the markers that were informative for CW.

**Figure 3:**
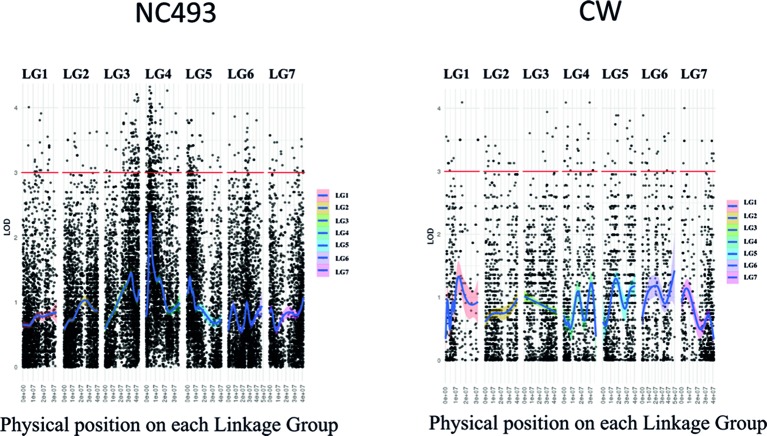
Manhattan plot showing genomic regions associated with Annual-Fruiting (AF) in *Rubus idaeus*. Genotyping by sequencing (GBS)-based single-nucleotide polymorphism (SNP) markers significantly linked to the trait was identified by the chi-square test using markers that were heterozygous in NC493 (AF) and homozygous in ‘Chilliwack’ (Biennial-Fruiting, BF). The x-axis shows LOD scores, and the y-axis indicates the physical position of markers (black points) in the genome divided into seven linkage groups (LGs). The names and the physical position of the markers associated with control of AF are given in **Supplementary Table S2**. CW = ‘Chilliwack’.

Examination of the genotypes of 85 individuals over segments of chromosomes 3 and 4 spanning the SNP markers with the most significant LOD scores enabled us to determine the genotypes of the population between 35.1 to 43.7 Mb of chromosome 3 and 0 to 8 Mb of chromosome 4. The mapping analysis using a bin map based on the number of recombinants over a window of 8 Mb indicated that *RiAF4* is located in an interval between 3.50 Mb and 4.38 Mb (**Figure 4**). We were unable to perform similar mapping analysis for *RiAF3* because the order of markers on the linkage map was not colinear with the ORUS 4115-3 v3.0 genome.

**Figure 4:**
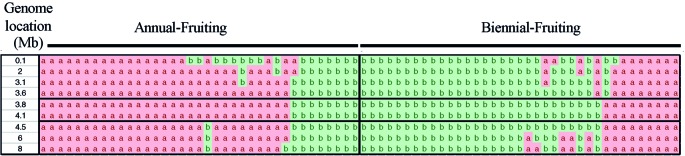
Fine mapping the *RiAF4* locus. A bin map was created by analyzing the genotypes of individuals over small genomic regions located within 0–8 Mb of LG4. Each column represents genotypic data from a single individual, either Annual-Fruiting (AF) or Biennial-Fruiting (BF). The allele of single-nucleotide polymorphisms (SNPs) in the genomic region of LG4 listed in the first column is indicated as a or b. The “a” allele (in pink) and “b” allele (in green) are linked to AF and BF, respectively. Recombination breakpoints are visible as a change in color and narrow the *RiAF4* locus to the region located between 3.6 and 4.1Mb indicated by black horizontal lines.

### Analysis of *QTLs* in Three Independent Populations of Red Raspberry

The phenotypes of parents and number of progeny in the three independent populations segregating for the AF trait are shown in **Table 3**. HRM-based markers were developed by designing PCR primer pairs that flanked the most closely linked SNPs on LG3 and LG4 and near the Rubus285a maker on LG7 (**Table S3**). These markers were screened over the three populations (**Figure 5**). In x16.093 and x16.109 populations, the chr3-9,188,040 marker is associated with the AF trait, with chi-square tests significant at 95% and 99% (d.f. = 1), respectively. In population x16.111, ch4-7,738,811 and chr7-4,042,651 markers are associated with the AF trait with chi-square test significance of 95% and 99% (d.f. = 1), respectively.

**Table 3:** Summary of red raspberry (*R. idaeus*) populations segregating for the Annual-Fruiting (AF) trait.

Population	Female parent	Male parent	Total progeny size	AF individuals in progeny	BF individuals in progeny	Chi-square value	P value
x16.093	Z12041-2 (AF)	Z12022-7 (BF)	47	23	24	.01	.950
x16.109	Z12027-13 (AF)	Z12022-7 (BF)	55	32	23	.73	.75
x16.111	Z12027-13 (AF)	Z12011-8 (BF)	49	30	19	1.23	.75

These populations were used for validating RiAF3 and RiAF4 loci. Seedlings were planted in spring of 2017 at the Plant & Food Research site located at Motueka, New Zealand, and were scored for AF in the summer of 2018. BF, Biennial-Fruiting.

**Figure 5:**
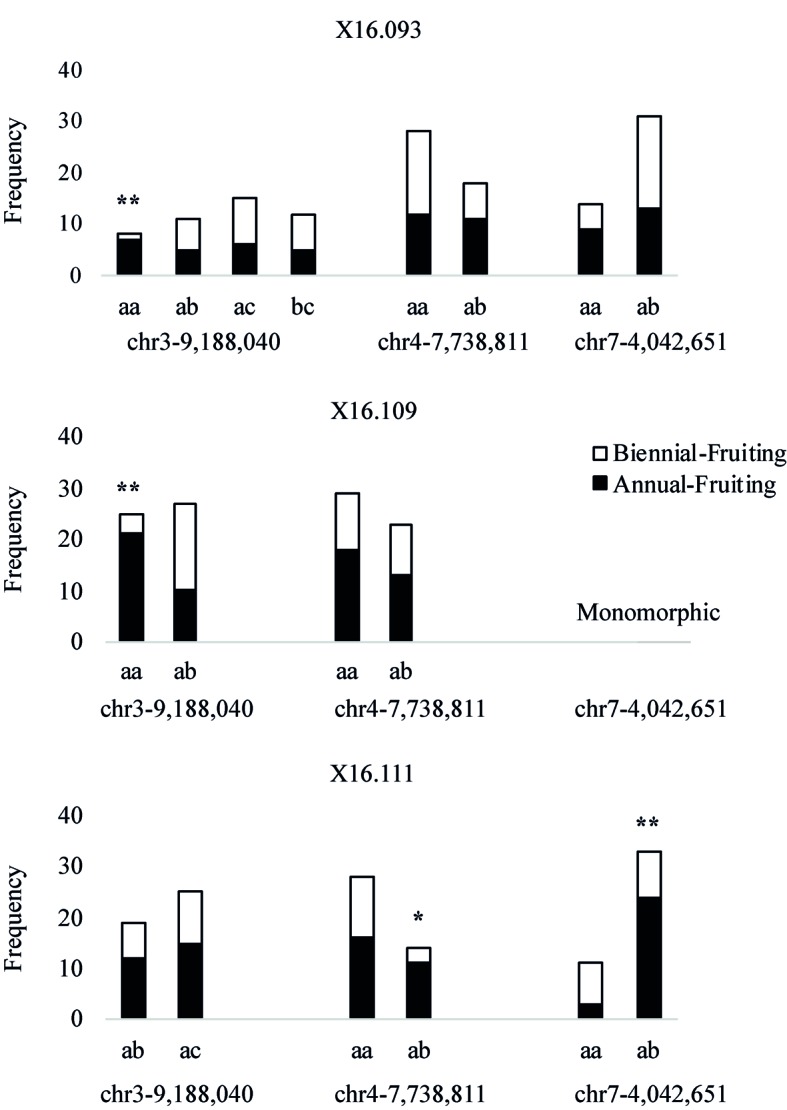
Histograms showing allelic frequencies of SNP-based markers underlying quantitative trait loci in three independent red raspberry populations segregating for the Annual-Fruiting trait. The marker names indicate their chromosome and physical positions (in bp) on the *Rubus occidentalis* genome (Vanburen et al., 2018). The * and ** represent chi-square test significance of 95% and 99% (d.f. = 1), respectively. The marker chr7-4,042,651 was monomorphic in the x16.109 population.

### Screening of SSR Markers for *RiAF3*, *RiAF4*, and the LG7 locus in a Blackberry (*R.* subgenus *Rubus*) Population

To verify the two newly identified loci, we analyzed markers linked to AF in a tetraploid blackberry population (C1) segregating for the AF trait. In this population, 76 progenies were scored over two consecutive years as 12 AF and 64 BF (**Table S4**). The C1 population was screened with SSR markers from *R.* *idaeus* LGs 3, 4, and 7 (Castro et al., 2013), and only the LG3 marker Rubus285a was associated with AF (**Figure 6**). The data show that the 244-bp allele of Rubus285a from BF parent is linked to the BF phenotype. This allele is not present in the AF parent. No association between marker and phenotype was identified for markers located on LGs 4 and 7.

**Figure 6:**
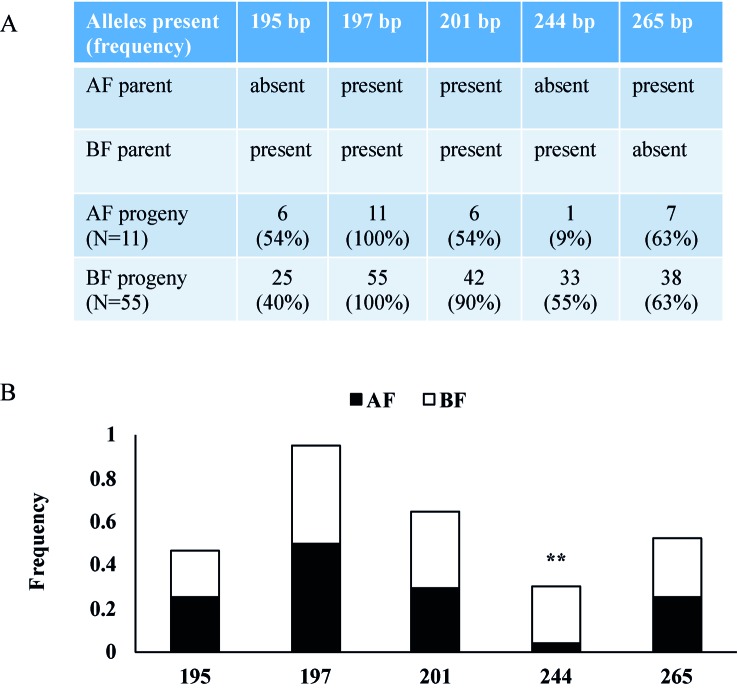
Rubus285a marker segregation in a tetraploid blackberry mapping population segregating for Annual-Fruiting (AF). **(A)** Table showing the presence or absence of alleles in parents and the numbers of AF and Biennial-Fruiting (BF) progeny with each allele and the percentage in parentheses. The AF parent has three alleles with PCR product sizes of 197, 201, and 265 bp. The BF parent has four alleles with sizes of 195, 197, 201, and 244 bp. **(B)** Histogram showing allelic frequencies of the Rubus285a marker in the C1 blackberry population. The 244-bp allele is linked with BF trait with chi-square test significance of 99% (d.f. = 1) indicated by **.

### Candidate Genes Underlying *RiAF3* and *RiAF4*

The region of the ORUS 4115-3 v3.0 genome spanning from 35.1 to 43.7 Mb on LG3 contains 1,276 predicted gene models, and the region from 0 to 8 Mb on LG4 contains 1,399 gene models (**Table S5**). A number of genes in these intervals are involved with flowering time.

### DEGs Between AF and BF Axillary Buds

To identify genes potentially involved with the transcriptional regulation of AF, we compared gene expression in axillary buds of AF ‘Heritage’ and BF ‘Wakefield’ in late spring. 

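Transcripts of axillary buds taken from 5 to 10 nodes below the shoot tip were counted in 6 libraries, 3 of ‘Heritage’ (AF) and 3 of ‘Wakefield’ (BF), which the paper describes as biological replicates. All were collected on November 5, so that the cultivars are compared at a single time point. Each fruiting habit is represented by a single cultivar, and the replicates measure the spread within it. A difference therefore cannot be assigned to fruiting habit rather than to other differences between the cultivars. Neither cultivar is a parent of the NC493 x ‘Chilliwack’ mapping population. The ‘Wakefield’ libraries are numbered 59, 60 and 61 and the ‘Heritage’ libraries 62, 63 and 64. The authors removed adaptors, low-quality sequence and ribosomal RNA and aligned the reads with STAR to the gene models of R. occidentalis (ORUS 4115-3 v3.0), a black raspberry. The count of each gene model was divided by a size factor for each library, as DESeq2 gives. The deposited values for 19951 gene models are therefore normalized counts, with no correction for gene length. In every library 100% of the values were whole multiples of what 1 read is worth, within a tolerance of 0.001 of a read, so that the reads behind them could be recovered. These came to 12319729, 7345603 and 14977596 reads in ‘Wakefield’ libraries 59, 60 and 61, and to 11334885, 12704172 and 12178391 reads in ‘Heritage’ libraries 62, 63 and 64. The paper gives an average of about 19000000 reads retrieved per sample, and the values used here rest on the recovered reads. Expression was compared with limma on log2(normalized count + 1), for the 17898 gene models with a value of at least 10 in at least 3 libraries. Log2 fold changes are given as ‘Heritage’ minus ‘Wakefield’, with Benjamini-Hochberg adjustment over all gene models tested. The pseudocount of 1 understates the change of gene models with few reads. Libraries of ‘Wakefield’ differed more among themselves than those of ‘Heritage’, with a median SD per gene model of 0.20 against 0.15 on the log2 scale.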

Of the DEG genes with a |log2fold change| > 1, 443 (2.22%) were upregulated, and 363 (1.8%) were downregulated in AF compared with BF. 

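Buds of the 2 cultivars differed in the transcripts of many genes. With an adjusted p under 0.01 from limma and a log2 fold change above 1 or below -1, 796 gene models were higher and 926 were lower in ‘Heritage’ (AF) than in ‘Wakefield’ (BF), which is 4.45% and 5.17% of the gene models tested. At an adjusted p under 0.05 and any fold change, 2867 gene models were higher and 3127 were lower. By the chromosome named in the gene model, the share of these DEGs was 10.3% on LG3, 10.5% on LG4, 11.7% on LG7 and 7.25% on LG1. Against the other chromosomes together, Fisher's exact test (two-sided, adjusted over the 7 chromosomes) gave adjusted p = 0.304 for LG3 and 0.304 for LG4. It gave 0.00175 for LG7 and 4.5e-04 for LG1, with gene models taken as independent, which they are not. On the recovered reads, edgeR's quasi-likelihood test called 2036 of 18031 gene models at the same thresholds, and 1642 of them were among the 1722 called by limma. The count of 1722 was 383 without ‘Heritage’ library 62, 230 without library 63, 468 without library 64 and 736 without ‘Wakefield’ library 60, and without ‘Wakefield’ library 61 the lower ones were 491. These fits kept the filter of at least 10 in at least 3 libraries. A gene model at that level only in the cultivar left with 2 libraries was thus not tested in them. DESeq2 on the recovered reads called 2687, and LG1 and LG7 did not pass without ‘Wakefield’ library 59 (adjusted p = 0.0596 for each from Fisher's exact test), nor LG7 with a filter of at least 50 in edgeR or limma (adjusted p = 0.389 and 0.114 from Fisher's exact test).

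**Figure D1:**
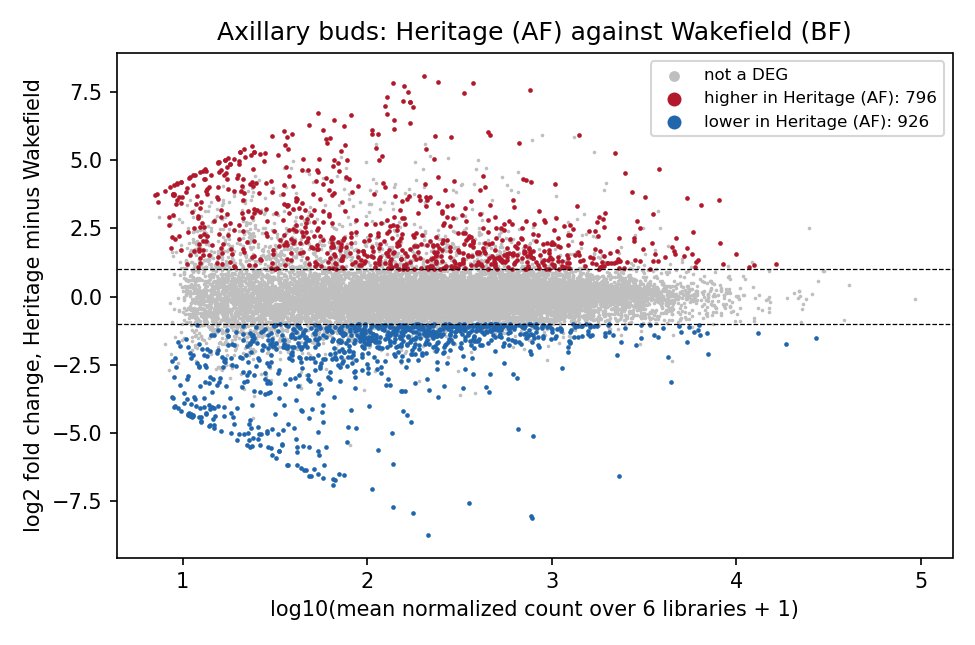
Log2 fold change of each gene model, ‘Heritage’ (AF) minus ‘Wakefield’ (BF), against log10 of the mean normalized count over the 6 libraries plus 1. Points are the 17898 gene models tested, dashed lines mark log2 fold changes of 1 and -1, and the 796 red and 926 blue points are the DEGs higher and lower in ‘Heritage’.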

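Of 71 members tested from named gene groups of the mapped intervals and the study's candidates, 16 were higher and 11 were lower in ‘Heritage’ (AF) than in ‘Wakefield’ (BF) buds, and 44 did not pass the test (adjusted p under 0.05 from limma, 14 lists). At the same threshold 2867 of all 17898 gene models tested were higher and 3127 were lower, so passing was common outside the lists too. The 16 higher members were 9 without ‘Heritage’ library 62 and 8 without library 63. Of 10 genes of a defence list (WRKY factors and disease resistance), 5 were higher in ‘Heritage’ and none was lower at an adjusted p under 0.05 from limma (5 higher when adjusted over the list alone). Among these, WRKY75 (Ro04_G07106) had a normalized count of 1121 ± 397 (SD, n = 3) in ‘Heritage’ and 121 ± 67.1 (SD, n = 3) in ‘Wakefield’, a log2 fold change of 3.28 (standard error 0.43, adjusted p = 0.00431 from limma). WRKY57 (Ro04_G15164, log2 fold change 0.75, adjusted p = 0.00350 from limma) and a disease resistance gene of the CC-NBS-LRR class (Ro04_G07222, log2 fold change 1.13, adjusted p = 0.00305 from limma) were also higher. WRKY72 (Ro04_G00111) had a log2 fold change of 2.85 (adjusted p = 0.0332 from limma), and its adjusted p was 0.0906 without ‘Wakefield’ library 60, with no pass without library 61 either. Without a ‘Heritage’ library WRKY72 did not reach the filter and was not tested.

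Of 11 flowering time genes tested, 4 were higher in ‘Heritage’, none was lower and 7 did not pass the test (4 higher when adjusted over the list alone). The 4 are JMJ14, PFT1, AGL24 and CDF1. The study chose 5 of the 11 on these samples (JMJ14, PFT1, AGL24, FCA and PHYE), so the count is not independent evidence of a direction. CDF1 (Ro04_G00056, at 3061484 bp on LG4), a DOF transcription factor that represses CONSTANS in Arabidopsis, had a normalized count of 464 ± 223 (SD, n = 3) in ‘Heritage’ and 109 ± 15.1 (SD, n = 3) in ‘Wakefield’, a log2 fold change of 1.96 (standard error 0.38, adjusted p = 0.0139 from limma). Its adjusted p was 0.0529 without ‘Heritage’ library 63. AGL24 did not pass in limma without ‘Wakefield’ library 60 or ‘Heritage’ library 62 or 63, and PFT1 did not pass without library 60, 61, 62, 63 or 64. SPL3 (Ro03_G33114) had a log2 fold change of -0.95 (adjusted p = 0.0659 from limma, 0.0263 from edgeR on the recovered reads), and passed in limma without ‘Wakefield’ library 59. Of 5 floral identity genes tested, none passed in limma or edgeR, 1 had an unadjusted p under 0.05 and 3 passed in DESeq2. AGAMOUS (AG, Ro03_G05331) passed in limma without ‘Wakefield’ library 61. A SEPALLATA3 (SEP3) gene model, Ro04_G07112, was uneven among the ‘Wakefield’ libraries. It had normalized counts of 221 in ‘Wakefield’ library 59, 29.5 in library 60 and 7.43 in library 61, and of 7.32, 6.36 and 11.4 in ‘Heritage’. None of the 5 genes that keywords put in the MADS-box list, which AGL24 (Ro04_G36356) is not among, passed in limma or edgeR, with 0 at an unadjusted p under 0.05 and 2 passing in DESeq2. None of 4 SPL genes passed in limma, with 1 at an unadjusted p under 0.05 and 1 passing in edgeR and in DESeq2. Of 3 genes of bud dormancy and outgrowth none passed in limma, with 2 at an unadjusted p under 0.05, 1 passing in edgeR and 2 in DESeq2.

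Of 9 auxin genes, 4 were higher and 1 was lower in ‘Heritage’ (4 and 1 when adjusted over the list alone). ARF6, among the 4, was chosen by the study on these samples. An auxin efflux carrier gene (Ro04_G00169, log2 fold change 1.05, adjusted p = 0.00389 from limma) was among the higher ones, and AIR9 (Ro03_G16171, log2 fold change -0.85, adjusted p = 0.00426 from limma) was the lower one. IBR1 (Ro03_G10230, log2 fold change 0.62, adjusted p = 0.0282 from limma), also higher, did not pass without library 60, 61, 62, 63 or 64. Of 7 gene models that keywords put in the heat shock list 1 was higher and 1 was lower. The higher one (Ro04_G00231) is listed only for its description, and whether it is a heat shock gene was not tested. The lower one was a DnaJ gene model (Ro04_G12488, log2 fold change -0.82, adjusted p = 0.0321 from limma). Ro04_G12488 did not pass in edgeR or DESeq2, nor in limma without library 59, 60, 62 or 63. Of 9 histone and chromatin genes 2 were higher and 1 was lower (2 higher and 2 lower when adjusted over the list alone). JMJ14, among the higher ones, was chosen by the study on these samples and is counted with the flowering time genes too. Of 4 gibberellin genes tested 1 was lower, a GA2OX8 gene model (Ro03_G10546, log2 fold change -1.54, adjusted p = 0.0279 from limma), which did not pass in DESeq2, nor in limma without ‘Heritage’ library 62 or 64. Of 2 cold and freezing genes, both chosen by the study on these samples, 1 was lower. Counts for the heat shock, gibberellin and cold genes were unchanged when adjusted over the list alone. The listed markers of photosynthetic leaf tissue were lower in ‘Heritage’, with 3 of 3 passing, which is too few genes to judge the tissue. No anther and pollen gene could be tested. The lists were written before the deposited data were examined, but values in Table 4, Table S6 and Figure 7 had been seen, so they were not blind to the results. They were matched through Arabidopsis orthologues in the first 1998 of the 2343 lines of Table S6 and among the study's candidates, so they cover the intervals and those candidates and not the genome, and no enrichment was tested.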

The majority of the DEGs are orthologues of genes identified in other species as being involved in reproduction, flower development, and defence responses against biotic and abiotic stress.

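Transcripts of most genes in the mapped intervals did not pass the test between ‘Heritage’ (AF) and ‘Wakefield’ (BF) buds, and those that did went both ways. Among the 906 gene models tested from 35037390 to 43717084 bp of LG3, 32 were DEGs higher and 35 were DEGs lower in ‘Heritage’ (adjusted p under 0.01 from limma, log2 fold change above 1 or below -1). Among the 953 tested from 1794 to 7439980 bp of LG4, 37 were higher and 34 were lower. These are the gene models in the part of the supplementary table of the intervals used here, which lists 974 for LG3, against the 1276 that the paper gives there, and does not cover LG4 beyond 7439980 bp. DEGs were 7.40% of those tested on LG3 and 7.45% of those tested on LG4. Over all 17898 gene models tested 1722 were DEGs, 4.45% higher and 5.17% lower in ‘Heritage’, together a larger share than in either interval. On the whole of LG3 and LG4 the shares were 10.3% and 10.5%. Whether the intervals differ from the rest was not tested. Without 1 library the DEGs of LG3 numbered 20 (‘Wakefield’ library 60), 11, 5 and 12 (‘Heritage’ libraries 62, 63 and 64). Those of LG4 numbered 28 and 43 (‘Wakefield’ libraries 60 and 61) and 8, 7 and 16 (‘Heritage’ libraries 62, 63 and 64).

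In the fine-mapped part of LG4 from 3.50 to 4.38 Mb, 4 of 109 gene models tested were DEGs higher in ‘Heritage’ and 3 were DEGs lower, together 6.42%. A pair of gene models described as cytochrome P450 of family 72, subfamily A, Ro04_G36297 at 3804836 bp and Ro04_G02536 at 3785974 bp, were both higher in ‘Heritage’. Ro04_G36297 had a normalized count of 99.3 ± 38.2 (SD, n = 3) against 4.11 ± 0.988 (SD, n = 3) in ‘Wakefield’ (log2 fold change 4.25, adjusted p = 7.9e-04 from limma). Ro04_G02536 had 575 ± 140.3 against 75.9 ± 31.4 (SD, n = 3 each; log2 fold change 2.98, adjusted p = 0.00356 from limma). How reads shared by such related genes were counted is not given in the sources used here. Gene models for ribosomal protein S15A (Ro04_G02530, log2 fold change 1.72, adjusted p = 0.00272 from limma) and for an S-adenosylmethionine decarboxylase (Ro04_G02587, log2 fold change 1.08, adjusted p = 0.00802 from limma) were the other higher ones. Phosphoenolpyruvate carboxylase 4 (Ro04_G02608, log2 fold change -3.01, adjusted p = 0.00161 from limma), a peptide transporter 2 gene model (Ro04_G36204, log2 fold change -2.05, adjusted p = 0.00474 from limma) and an alpha/beta-hydrolase (Ro04_G02559, log2 fold change -2.23, adjusted p = 0.00346 from limma) were lower. In this part limma called 4 DEGs without ‘Wakefield’ library 60 or 61, 1 without ‘Heritage’ library 63 or 64, and 0 without library 62. Ro04_G36297 did not reach the filter without a ‘Heritage’ library, nor Ro04_G02559 without a ‘Wakefield’ library, so neither was tested there.

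Across both intervals, the gene models with a described function and the largest increases in ‘Heritage’ included endonuclease 2 (Ro04_G02696), with a normalized count of 151 ± 8.35 in ‘Heritage’ and 7.00 ± 3.02 in ‘Wakefield’ (SD, n = 3 each). Others higher in ‘Heritage’ were nudix hydrolase homolog 18 (Ro04_G36128, log2 fold change 4.14, adjusted p = 0.00155 from limma), a B-box zinc finger gene (Ro04_G36228, log2 fold change 3.35, adjusted p = 0.00552 from limma), a cytochrome P450 of family 71 (Ro04_G36206, log2 fold change 3.04, adjusted p = 7.5e-04 from limma) and glycolate oxidase 1 (Ro03_G33049, log2 fold change 3.03, adjusted p = 0.00518 from limma). A gene model described as a putative class I heat shock protein (Ro04_G00231) was at 0 reads in every ‘Wakefield’ library and at 17.6 ± 3.83 in ‘Heritage’, at least 17.9-fold higher against a floor of 3 reads over the 3 ‘Wakefield’ libraries. Among those lower in ‘Heritage’ were a PLC-like phosphodiesterase (Ro04_G36308, log2 fold change -3.03, adjusted p = 6.1e-04 from limma), the ABC transporter ABCB9 (Ro03_G33071, log2 fold change -2.87, adjusted p = 0.00719 from limma), the ion channel CNGC1 (Ro03_G17154, log2 fold change -2.86, adjusted p = 0.00118 from limma) and a cytochrome P450 of family 78, subfamily A (Ro04_G07139, log2 fold change -2.16, adjusted p = 0.00641 from limma).

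**Figure D2:**
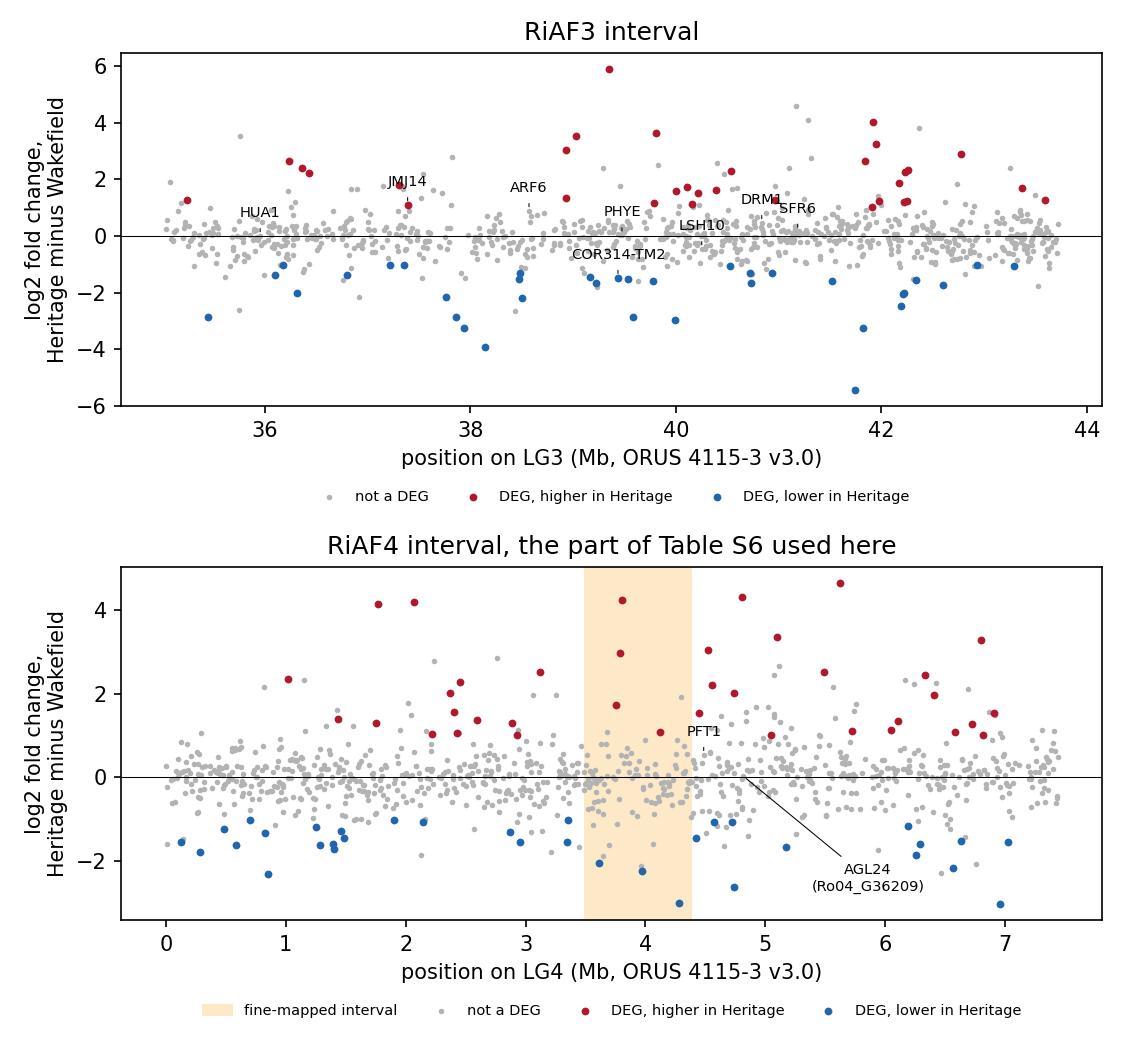
Log2 fold change, ‘Heritage’ (AF) minus ‘Wakefield’ (BF), of each gene model tested against its position in Mb on LG3 (top) and LG4 (bottom) of ORUS 4115-3 v3.0. Red and blue points are DEGs higher and lower in ‘Heritage’, grey points are the other gene models, the shaded part of LG4 runs from 3.50 to 4.38 Mb, and labels mark candidate gene models of the study in the part used and the AGL24 gene model Ro04_G36209.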

**Table S6** shows the relative expression of all genes within the genomic intervals spanning the *RiAF3* and *RiAF4* loci. The genomic locations and biological functions of some of the most promising differentially expressed candidate genes are listed in **Table 4**. Within the *RiAF3* interval, a gene orthologous to *Arabidopsis* *JUMONJI 14* (*JMJ14*) was expressed 2-fold higher in AF relative to BF. In the *RiAF4* region, *PHYTOCHROME AND FLOWERING TIME 1* (*PFT*1), *FLOWERING LOCUS A* (*FCA*), and *AGAMOUS-LIKE 24* (*AGL24*) genes were all upregulated in AF, with *AGL24* having 5-fold higher transcript levels in AF relative to BF (**Figure 7**).

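Among JMJ14, PFT1, FCA, AGL24, ARF6, COR314-TM2, HUA1, PHYE, LSH10, DRM1 and SFR6, the 11 candidate genes that the paper lists for RiAF3 and RiAF4, 4 were higher in ‘Heritage’ (AF) buds, 1 was lower and 6 did not pass the test (adjusted p under 0.05 from limma). FCA and AGL24 lie beyond the LG4 window in which the paper mapped RiAF4, and beyond the part of LG4 used here. ARF6 (Ro03_G33037), an auxin response factor, had a normalized count of 6898 ± 173 (SD, n = 3) in ‘Heritage’ and 3741 ± 225 (SD, n = 3) in ‘Wakefield’, a log2 fold change of 0.88 (standard error 0.10, adjusted p = 0.00241 from limma). COR314-TM2 (Ro03_G13396), a cold-regulated thylakoid membrane protein, was lower, with 261 ± 42.3 (SD, n = 3) against 721 ± 39.4 (SD, n = 3), a log2 fold change of -1.48 (standard error 0.14, adjusted p = 0.00184 from limma). The dormancy-associated gene DRM1 (Ro03_G06544) had 8752 ± 1671 against 6330.3 ± 938 (SD, n = 3 each), a log2 fold change of 0.46 (standard error 0.18, adjusted p = 0.102 from limma), and passed at adjusted p = 0.0281 in DESeq2 on the recovered reads. HUA1 (Ro03_G05776), with 691 ± 46.6 against 691 ± 26.1, and PHYE (Ro03_G13391), with 455 ± 52.9 against 447 ± 47.5 (SD, n = 3 each), had adjusted p-values of 0.992 and 0.897 from limma. SFR6 (Ro03_G06488) and LSH10 (Ro03_G05247) had log2 fold changes of 0.16 and -0.46, with adjusted p-values of 0.215 and 0.426 from limma. The genes were chosen by the study on these same samples, and their count is not independent evidence of a direction. The count of 5 genes passing was 3 without ‘Wakefield’ library 60, without ‘Heritage’ library 62 and without library 63.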

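JMJ14 (Ro03_G15781), the orthologue of an Arabidopsis histone H3 lysine 4 demethylase, lies at 37388564 bp on LG3. Its normalized counts were 349, 288 and 229 in the ‘Heritage’ (AF) libraries and 143, 129 and 126 in the ‘Wakefield’ (BF) libraries. The means were 289 ± 60.5 and 133 ± 8.84 (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.17, adjusted p = 0.00724 from limma). Every ‘Heritage’ library was above every ‘Wakefield’ library (exact permutation test of the means, two-sided p = 0.100, the smallest p that 3 libraries against 3 allow). The paper lists the gene among its most promising differentially expressed candidates and names it the best candidate for RiAF3, noting that H3K4 methylation has been linked to the transcription of flowering time genes. It also cites an early-flowering Arabidopsis mutant of JMJ14 in short days, with raised LFY and FT transcripts. The higher transcript in ‘Heritage’ therefore does not by itself show that the gene promotes flowering here.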

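On LG4, AGL24 and PFT1 were higher in ‘Heritage’ (AF) than in ‘Wakefield’ (BF) buds, and FCA did not pass the test. AGL24 (Ro04_G36356), a MADS-box transcription factor that promotes flowering in Arabidopsis, lies at 8736093 bp and had a normalized count of 58.0 ± 14.4 (SD, n = 3) in ‘Heritage’ and 12.6 ± 8.92 (SD, n = 3) in ‘Wakefield’, 4.60 times the ‘Wakefield’ mean. From the means of the log2 values it had a log2 fold change of 2.31 (standard error 0.52, adjusted p = 0.0203 from limma). PFT1 (Ro04_G02642), a subunit of the Mediator complex that acts in the response of flowering to light, had 1201 ± 30.3 in ‘Heritage’ and 832 ± 124 in ‘Wakefield’ (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.13, adjusted p = 0.0283 from limma). FCA (Ro04_G19915), an RNA-binding protein of the autonomous flowering pathway at 8594128 bp, had 917 ± 55.5 and 754 ± 66.8 (SD, n = 3 each), a log2 fold change of 0.28 (standard error 0.11, adjusted p = 0.0972 from limma). In each of the 3 genes every ‘Heritage’ library was above every ‘Wakefield’ library (exact permutation test, two-sided p = 0.100, the smallest that 3 against 3 allow). A second gene model with AGL24 as its orthologue, Ro04_G36209 at 4812531 bp, had 135 ± 3.41 in ‘Heritage’ and 138 ± 51.7 in ‘Wakefield’ (SD, n = 3 each; adjusted p = 0.927 from limma). Without 1 library the adjusted p of AGL24 from limma was 0.0543 (‘Wakefield’ library 60), 0.0664 (‘Heritage’ library 62) and 0.0718 (‘Heritage’ library 63). PFT1 passed in limma without ‘Wakefield’ library 59 but not without any other library, and its adjusted p reached 0.0852 without ‘Heritage’ library 63.

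**Figure D3:**
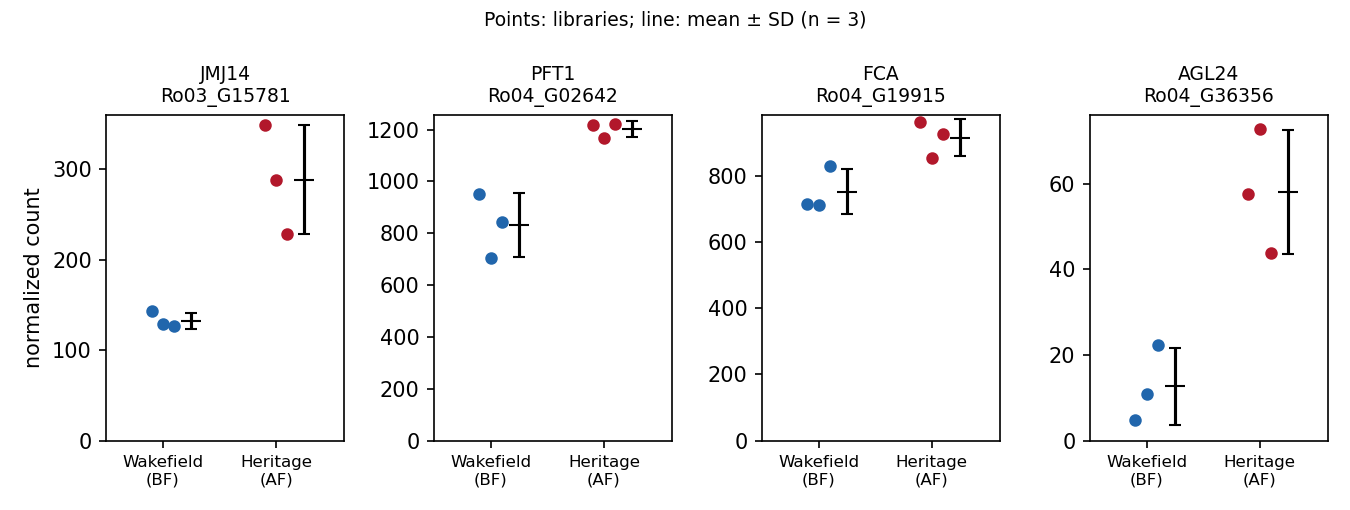
Normalized counts of JMJ14, PFT1, FCA and AGL24 in axillary buds, with an axis from 0 for each gene. Points are the 3 ‘Wakefield’ (BF) and 3 ‘Heritage’ (AF) libraries, and the line with its error bar is the mean ± SD; the AGL24 points lie between 4.70 and 22.3 in ‘Wakefield’ and between 43.8 and 72.7 in ‘Heritage’.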

**Table 4:** Differentially expressed candidate genes that underlie RiAF3 and RiAF4 loci.

*Rubus* gene model	Location in genome (bp)	Log2Foldchange (BF/AF)	*Arabidopsis* hom ologue	Description
Ro04_G19915	8,594,128	-0.28	AT4G16280	Flowering Control Locus A (FCA)
Ro04_G02642	4,485,423	-0.51	AT1G25540	Phytochrome and Flowering Time 1
Ro04_G36356	8,736,093	-1.75	AT4G24540	Agamous-like 24 (AGL24)
Ro03_G05776	35,959,751	-0.001	AT3G12680	Hua1, Enhancer of Ag-4 1
Ro03_G15781	37,388,564	-1.08	AT4G20400	Jumonji 14 (JMJ14)
Ro03_G33037	38,575,123	-0.88	AT1G30330	Auxin Response Factor 6 (ARF6)
Ro03_G13396	39,438,396	1.43	AT1G29390	Cold regulated thylakoid membrane
Ro03_G13391	39,478,286	-0.03	AT4G18130	Phytochrome E
Ro03_G05247	40,252,833	0.50	AT2G42610	Light Sensitive Hypocotyls 10
Ro03_G06544	40,834,857	-0.5	AT1G28330	Dormancy-Associated Protein-like 1
Ro03_G06488	41,189,726	-0.16	AT4G04920	Sensitive to Freezing 6

RNAseq was performed on axillary buds from three biological replicates each of ‘Heritage’ (Annual-Flowering) and ‘Wakefield’ (Biennial-Flowering). The physical location of each R. occidentalis gene model is given in bps (ORUS 4115-3 v3.0, Vanburen et al., 2018). The log2 fold change of ‘Wakefield’ ‘Heritage’ is presented.

**Figure 7:**
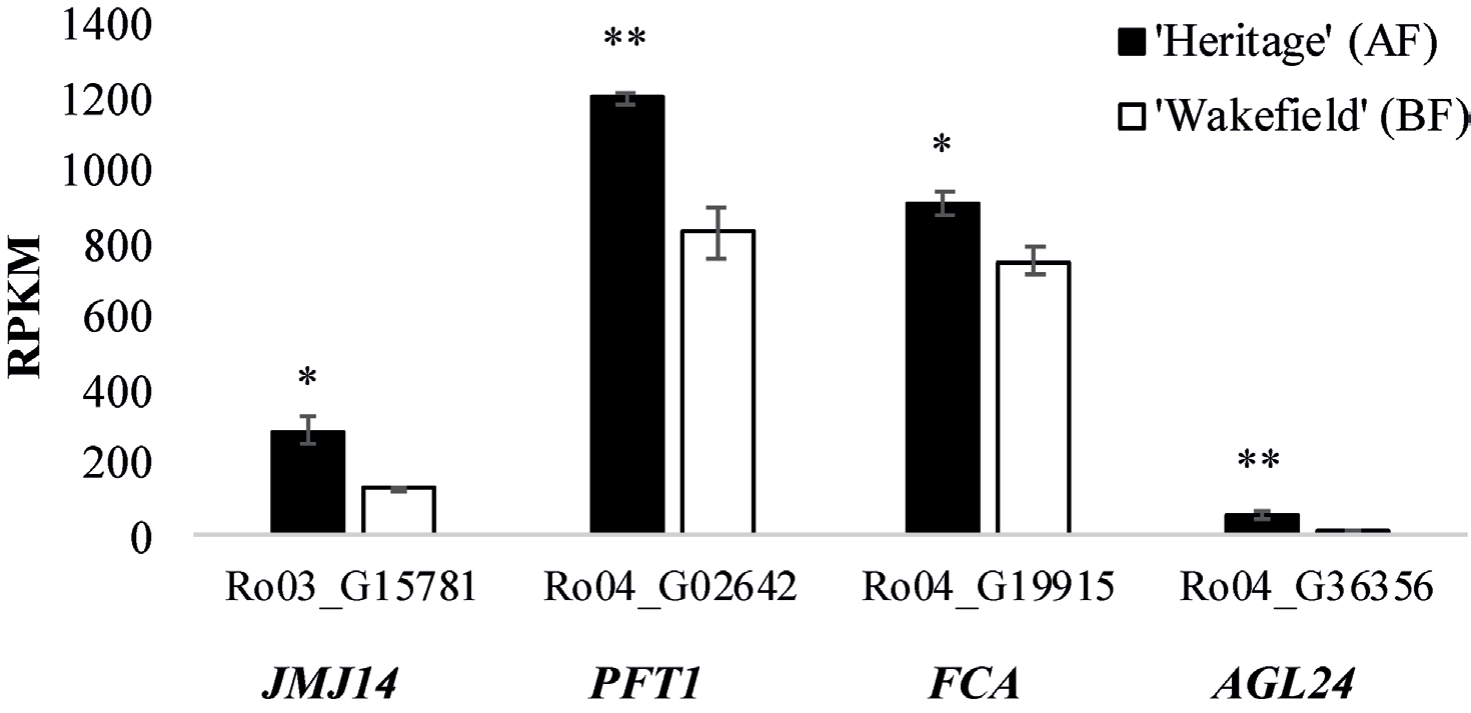
Expression of flowering time genes located in *RiAF3* and *RiAF4* mapping intervals. RNA was collected from axillary buds in late spring from ‘Heritage’ (Annual-Fruiting, AF) and ‘Wakefield’ (Biennial-Flowering, BF). The x-axis shows RPKM (Reads Per Kilobase Million) for Ro03_G15781 (orthologous to *JUMONJI 14*, *JMJ14*), Ro04_G02642 (orthologous to *PHYTOCHROME AND FLOWERING TIME 1*, *PFT1*), Ro04_G19915 (orthologous to *FLOWERING CONTROL LOCUS A*, *FCA*), and Ro04_G36356 (orthologous to *AGAMOUS-LIKE 24*, *AGL24*). The columns represent the means of three biological replicates, and error bars are standard error of the mean. * and **indicate statistically significant differences (*P < 0.05* and *P < 0.01*, respectively) between AF and BF using Student’s *t*-test.

## Discussion

We report that AF is a complex genetic trait regulated by at least two loci on *R.* *idaeus* LGs 3 and 4, *RiAF3* and *RiAF4*. These novel loci are syntenic to QTLs identified in strawberry for control of recurrent flowering, suggesting conserved function across the *Rosoideae* subfamily. Markers linked to the newly discovered loci and to a locus previously identified on LG7 (Castro et al., 2013) were tested in independent raspberry and blackberry populations segregating for AF. In addition, we identified DEGs that may be involved in regulating the AF trait in *Rubus*.

### Development of a High-Density Genetic Map of *R. idaeus*

GBS technology has greatly facilitated SNP discovery and genotyping for crop genetics (Crossa et al., 2013; He et al., 2014; İpek et al., 2016; Hackett et al., 2018). We used GBS-based SNP markers to develop a high-density genetic map of red raspberry. This new map is constructed with 70,263 SNP markers and is aligned with the genome assembly of black raspberry. In a previous study, a blackberry genetic map developed with 119 SSR markers in a mapping population segregating for AF (Castro et al., 2013) was employed to identify three markers linked to AF. However, one marker was 71cM from AF and, hence, unlinked. Furthermore, none of their LG7 markers mapped on the black raspberry genetic map of Bushakra et al. (2012) and the blackberry LG7 was assigned by default. It is possible that one of the other six LGs could have split and been mistakenly designated LG7 by Castro et al. (2013).

### AF Is a Complex Genetic Trait

Castro et al. (2013) proposed that AF in blackberry was controlled by a single locus located on LG7. We were unable to map the AF phenotype as a single locus in the NC493 x CW population. A chi-square test of the thousands of markers detected by GBS identified two novel loci on LGs 3 and 4 for control of AF in red raspberry. The previous single locus hypothesis was largely based on the 3:1 (BF : AF) phenotypic ratio observed in several populations but is unsupported by molecular marker data (Oberle and Moore, 1952; Keep, 1961). On the basis of the phenotypic data collected from intercrossing or selfing AF individuals, some studies have suggested a complex genetic basis for the trait (Lewis, 1939; Waldo and Darrow, 1941; Haskell, 1960; Fejer and Spangelo, 1974; Fejer, 1977). Various studies concluded that AF is controlled by a number of minor genes with predominant evidence that AF is a complex genetic trait controlled by loci on three LGs (*RiAF3*, *RiAF4*, and LG7). Recently, linkage analysis of ‘Glen Moy’ x ‘Latham’ raspberry population identified flower development QTLs on LGs 3, 5, and 7 (Hackett et al., 2018). These QTLs harbored genes involved in regulating flowering time. For example, FKF1, a regulator of CO expression, was mapped to LG7. Similarly, FT, EFL7 (a regulator of FLC levels), and COL9 (a regulator of CO levels) were mapped to LG3.

In this study, we found that LGs 3, 4, and 7 HRM markers were linked to the AF trait in red raspberry (**Figure 5**). An LG3 SSR marker (Rubus285a) was linked to the BF trait in blackberry (**Figure 6**). We were unable to verify all three loci in all of the populations, which could be due to one or more loci being fixed in a homozygous state in the parents, hence preventing detection of polymorphic markers linked to AF.

Our GBS data indicated that *RiAF3* is located at the bottom of chromosome 3 (**Figure 3**). However, the HRM marker that was developed from the most closely linked SNP is located on the upper arm of chromosome 3 (chr3-9,188,040). This discrepancy is likely due to errors in the assembly, and it is possible that the HRM marker position is incorrect. The populations used for the QTL analysis were relatively small, which would reduce the possibility of detecting several loci. This analysis should be repeated in one or more large populations to more precisely identify the genomic intervals linked to AF.

### *RiAF3* and *RiAF4* Are Syntenic With Two Loci for Control of Recurrent Flowering in Strawberry

To extend the fruiting season, many international strawberry breeding programs are focusing on developing early, late, and perpetual (continuous) flowering cultivars. Comparative genomic studies between strawberry and raspberry have revealed a high degree of synteny between the genomes of two species (Bushakra et al., 2012; Jibran et al., 2018). Results from molecular studies also support a common molecular mechanism for control of flowering time among different Rosaceae species (Gaston et al., 2013; Honjo et al., 2016; Perrotte et al., 2016; Samad et al., 2017). Floral repressors, such as *Perpetual Flowering 1* and *Terminal Flower 1*, control perpetual flowering habits in strawberry. Seasonal flowering (SF) strawberry plants produce flowers only in autumn, whereas perpetual flowering (PF) plants flower over an extended time. The strawberry PF habit is under the control of a major QTL named *FaPFRU*, located on the lower arm of LG4 called LG4b-F (Gaston et al., 2013). This mapped region contains a floral activator gene orthologous to *Flowering Time* (*FT*) (Yoo et al., 2005). Perrotte et al. (2016) investigated the effect of *FaPFRU* on PF habit in 28 strawberry genotypes and found that the locus was linked to PF when analysis was carried out in both PF and SF genotypes. However, the analysis involving only PF genotypes did not detect linkage of *FaPFRU* with the PF trait; instead, a QTL located on LG3c-F (LG3c), associated with a late PF-intense phase, was identified. Hence, the authors concluded that PF in strawberry is regulated by multiple loci. It was postulated that *FaPFRU* regulates the switch between PF and SF, whereas the LG3c locus controls the intensity of flowering. Furthermore, Albani et al. (2004) suggested that the PF trait in woodland strawberry (*Fragaria vesca* L.) and cultivated strawberry are regulated by different genetic components. In woodland strawberry, two early flowering QTLs were identified on the upper and lower arm of LG4 (Samad et al., 2017).

The two novel loci *RiAF3* and *RiAF4* identified from the NC493 x CW population colocalize with the previously identified QTLs related to PF in strawberry. *FaPFRU* is located on the lower arm of LG4, whereas *RiAF4* locus is located at the upper arm of LG4. The difference in the genome positions between species might well be because parts of LG4 are inverted in raspberry compared to strawberry (Vanburen et al., 2018).

### Candidate Genes Underlying *RiAF3* and *RiAF4*

*JMJ14* is the best candidate for *RiAF3*. JMJ14 is a histone H3 lysine 4 (H3K4) demethylase, and H3K4 methylation is linked to transcription of key flowering time genes (Lu et al., 2010; Lu et al., 2011; Cui et al., 2016). The *Arabidopsis* *jmj14-1* mutant flowers early under short day conditions and has elevated levels of *LFY*, *FT*, and *AP1* transcripts (Jeong et al., 2009). Previous studies have indicated that demethylases are involved with the regulation of flowering time. Yang et al. (2012) found that *Arabidopsis* plants overexpressing *JMJ15*, a member of the *H3K4 demethylase* *JARID1* family, had accelerated flowering time. The early flowering phenotypes of the overexpression lines were associated with an increased *FT* expression and a decrease in H3K4me3 at the *FLC* locus that cause FLC repression. It has also been shown that *JMJ14* is required for gene silencing (Searle et al., 2010). Similarly, Zheng et al. (2019) found that *JMJ13* is a floral repressor that regulates *Arabidopsis* flowering timing in a temperature- and light-dependent manner.

The genomic region underlying the *RiAF4* locus contains three key genes that promote flowering, *PFT1* (Ro04_G02642), *FCA* (Ro04_G19915), and *AGL24* (Ro04_G36356) (Simpson et al., 2003; Turck et al., 2008; Michaels et al., 2003; Torti and Fornara, 2012). PFT1 is a nuclear protein that integrates various environmental cues into plant flowering pathway both in a *CO*-dependent and -independent manner (Liu et al., 2017). *PFT1* regulates flowering by increasing the transcript abundance of *CO* and *FT* (Iñigo et al., 2012). *FCA* is an RNA binding protein that downregulates expression of the floral repressor FCA by methylating central parts of the FLC gene (Liu et al., 2007). Reduced *FCA* function results in late flowering due to increased FLC activity, whereas overexpression of *FCA* causes early flowering, both in long and short day photoperiods (Liu et al., 2007). *AGL24* is a MADS-box transcription factor that regulates flower timing by inducing expression of the floral integrator SOC1 (Liu et al., 2008). *AGL24* loss-of-function mutants and plants with reduced *AGL24* transcript levels showed delayed flowering phenotypes, whereas overexpression of AGL24 resulted in early flowering phenotypes (Michaels et al., 2003; Yu et al., 2002). It was suggested that AGL24 controls flower timing in a dosage-dependent manner (Yu et al., 2002). Our finding that the raspberry orthologues of *PFT1, FCA*, and *AGL24* are upregulated in AF buds relative to BF makes each of them promising candidate genes in the control of AF.

## Conclusion

We have presented the first evidence of loci linked to control of AF in *R. idaeus*. Our results suggest that two major loci *RiAF3* and *RiAF4* and a region located on the upper arm of LG7 control AF in *Rubus*. Additionally, we identified putative flowering time genes as candidates for functional validation. The genetic loci identified will be of value for marker-assisted selection of AF raspberries and blackberries following further validation in breeding germplasm.

## Data Availability Statement

All datasets for this study are included in the article/**Supplementary Material**.

## Author Contributions

RJ, substantial contributions to the conception or design of the work; or the acquisition, analysis or interpretation of data for the work. JS, contribution to labwork and fieldwork. GH, acquisition, analysis or interpretation of data for the work. AM, acquisition, analysis or interpretation of data for the work. MM, contribution to labwork and fieldwork. HD, contribution to data analysis. JT, contribution to data analysis. KD, comments to the manuscript. DC, substantial contributions to the conception or design of the work; or the acquisition, analysis or interpretation of data for the work. TF, substantial contributions to the conception or design of the work; or the acquisition, analysis or interpretation of data for the work.

## Conflict of Interest

Author RJ is employed by The New Zealand Institute for Plant & Food Research Limited. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

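RNA sequencing of axillary buds was analysed from 3 ‘Heritage’ (AF) and 3 ‘Wakefield’ (BF) libraries, grouped by cultivar as in the sample labels and the paper. The marker, linkage map and allele data of the paper were not analysed here.

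The authors trimmed the reads with Trimmomatic, removed ribosomal RNA with SortMeRNA, aligned with STAR to the R. occidentalis gene models (ORUS 4115-3 v3.0) and compared the cultivars with DESeq2. The submitters' processing notes name Trimmomatic, STAR and DESeq2 with no versions, and the program that counted reads per gene model and its strand setting are not given in the sources used here. The deposited signal values are counts per gene model that the authors divided by a size factor per library, for 19951 gene models with a mean of at least 2.42. Beside them the authors deposited a log2 fold change of ‘Wakefield’ over ‘Heritage’, a standard error, a Wald statistic, p-values and adjusted p-values. The deposited log2 fold changes had a median size of 0.602 of the log2 ratio of the group means for gene models with a mean count under 20, 0.889 from 20 to 100 and 0.976 above; shrinkage in DESeq2 has this effect, but the sources used here do not say that it was applied. In 2 cases a value stands for joined gene models. Dividing by size factors assumes that most genes do not differ between the cultivars, and reads of both raspberry cultivars were aligned to the gene models of another species, so that a sequence difference between cultivars can change a count.

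Values in all 6 libraries were whole multiples of a step for 100% of gene models, and the reads recovered from them were 7345603 to 14977596 per library. Because the values are normalized, the main test was limma 3.58.1 in R 4.3.3 on log2(value + 1) with a filter of at least 10 in at least 3 libraries, in place of the edgeR test that had been planned for counts. DEGs had an adjusted p under 0.01 and a log2 fold change above 1 or below -1, the adjusted p and fold change of the paper's methods. The methods also state a threshold for α, which they do not define and which was not used here. Single genes were called at an adjusted p under 0.05 over all 17898 gene models tested. The alternatives set before the data were examined were edgeR 4.0.16 with RLE or upper quartile scaling, DESeq2 1.42.0, other count filters, pseudocounts of 0.1 and 10, no filter, each library left out in turn, and other thresholds. The alternatives chosen after seeing the data were edgeR with TMM scaling on the recovered reads, limma with a mean-variance trend, limma with a filter of at least 50, the authors' p-values over the genes tested and a log2 fold change threshold of 2.

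Gene names come from Table 4 and from the Arabidopsis orthologues in the first 1998 of the 2343 lines of Table S6, of which 1785 have an orthologue; all 1998 gene models are in the deposited table. Since that table is held in part, no overlap or enrichment test was run on it. The named genes are the 11 genes of Table 4 and further gene models with the same orthologue as JMJ14, PFT1, FCA or AGL24; members of the flowering time, floral identity, bud dormancy, cold and gibberellin lists; up to 4 members with the smallest adjusted p of each other list; the 10 largest increases and 10 largest decreases among described gene models with separated groups; the DEGs from 3.50 to 4.38 Mb of LG4; and at most 2 unnamed gene models that rose and 2 that fell. This rule was written before the data were examined, but values in Table 4, Table S6 and Figure 7 had been seen. The keyword cyclin also matched the name of cycling DOF factor 1, which was taken out of the cyclin list after this was seen. Of the 14 lists, those for leaf photosynthesis and for anther and pollen stand for other tissue that a bud sample can hold.

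The tests were tried on simulated counts for the real gene models with 200 changed. limma recovered 22 of 100 genes changed 2-fold and 89 of 100 changed 4-fold at an adjusted p under 0.05, with 7 false calls among 17865 gene models. edgeR recovered 56 and 94 with 15 false calls among 18022, and DESeq2 70 and 95 with 40 among 19951. Only 200 gene models were changed in the simulation, while 2867 were called higher and 3127 lower between the cultivars at this threshold. The adjusted p is stricter where few genes change, so these recovered shares may not hold for the real data. A gene that does not pass is still not shown to be equal. Python 3.11.15 was used for tables and exact permutation tests.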

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

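Of the tests in this part, those on ‘Wakefield’ library 59 were chosen after the pattern was seen.

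Gene models that the paper does not discuss, and that have no name in the sources used here, had reads in 1 cultivar only. Ro06_G23072 had a mean normalized count of 106 ± 10.3 (SD, n = 3) in ‘Heritage’ and Ro05_G31147 had 45.4 ± 2.27 (SD, n = 3), both with 0 reads in every ‘Wakefield’ library, at least 108-fold and 46.2-fold higher against a floor of 3 reads over the 3 ‘Wakefield’ libraries. Ro05_G26611 had 425 ± 37.2 (SD, n = 3) and Ro03_G27851 had 44.4 ± 2.74 (SD, n = 3) in ‘Wakefield’, with 0 reads in every ‘Heritage’ library, at least 439.7-fold and 46.0-fold lower in ‘Heritage’ against the same floor over the 3 ‘Heritage’ libraries.

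In all, 32 gene models had 0 reads in every ‘Wakefield’ library and at least 10 in every ‘Heritage’ library, and 49 the reverse. Low depth giving 0 by chance would leave such gene models in other groupings of the libraries too, and the highest number in the 9 other splits was 0 against 81 between the cultivars, which argues against depth. A sequence or copy difference of a cultivar against the reference gene models was not tested, as no genome was used here, and stays open beside a difference in expression.

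‘Wakefield’ library 59 stood apart from libraries 60 and 61, with 225 gene models at least 4-fold above both others, against 36 for library 60 and 129 for library 61. RNA of ‘Heritage’ mixed into library 59 was tested on 39 gene models with 0 reads in libraries 60 and 61 and a mean of at least 20 in ‘Heritage’: their median in library 59 was 0% of the ‘Heritage’ mean, while the 225 gene models would need a median of 154%, which argues against mixing. After all ‘Wakefield’ libraries were thinned to 7345603 reads, 206 gene models were at least 4-fold higher in library 59, against 23 in library 60 and 109 in library 61, which argues against a difference in depth. Buds further into flower development in library 59 remain a candidate explanation that cannot be told apart from others here, since 2 of 6 measured floral identity genes were at least 4-fold higher in it, both of them SEP3 gene models, and the members are too few.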

How the results depend on the processing

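The edgeR fit with TMM scaling, the trend, the filter of at least 50 in limma, the authors' p-values and the log2 fold change threshold of 2 were chosen after seeing the data. JMJ14 kept its direction and passed under all 18 alternatives (adjusted p from 4.2e-06 to 0.0350), with a log2 fold change of 0.95 to 1.25 when a library was left out. FCA passed under 0 of 18 (adjusted p from 0.0525 to 0.227). PFT1 passed under 13 of 18, and the 5 it failed each leave out a library (log2 fold change 0.42 to 0.64). AGL24 passed under 13 of 16 (without a library 1.80 to 2.81); the filters of at least 50 leave it out. With DESeq2 on the recovered reads the DEG count was 2687 (1284 higher, 1403 lower), with 110 in the RiAF3 interval, 117 in the RiAF4 interval and 12 in its fine-mapped part. With an adjusted p under 0.05 it was 2788 (1405 higher), with 113, 121 and 13. With a test against a fold change of 2 it was 325 (172 and 153), with 6, 8 and 1. The authors' p-values gave 1198 higher, and 101, 107 and 12. A log2 fold change above 2 or below -2 gave 745 (415 higher, 330 lower). The fine-mapped part held 11 DEGs with upper quartile scaling and 11 at any fold change. Without 1 library the DEG count was 230 to 1575 (64 to 899 higher, 166 to 676 lower), with 5 to 71 in the RiAF3 interval, 7 to 76 in the RiAF4 interval and 0 to 9 in its fine-mapped part, 3 to 5 genes of Table 4 and 8 to 17 higher and 8 to 11 lower list members. Leaving out a library lowers the residual degrees of freedom, which by itself raises p-values. The filter of at least 10 in at least 3 libraries was also kept. A gene model at that level only in the cultivar left with 2 libraries was therefore removed from the fit, not failed. How far this lowered the counts, and why it was the ‘Heritage’ libraries that lowered them most, was not tested. The share of DEGs was 0.587% to 7.59% on LG1, 1.19% to 8.59% on LG2, 1.28% to 9.35% on LG3, 1.49% to 9.96% on LG4, 1.11% to 9.05% on LG5, 1.25% to 8.22% on LG6 and 2.35% to 10.6% on LG7 without 1 library; LG1 and LG7 did not pass without ‘Wakefield’ library 59, and LG7 did not pass with the filters of at least 50, at 11.6% in edgeR and 11.3% in limma. The cause was not tested for any of these. Among the other named genes, 1155 of the values kept their side of the threshold, of which 27 turned in sign, in 8 genes that did not pass, 29 no longer passed and 36 newly passed. No paired analysis was possible because the cultivars share no replicate numbers. With 10 splits of 6 libraries a share under 0.05 cannot be reached: the real split alone, 1 of 10, gave 1722 DEGs, 67 and 71 in the intervals, 27 list members and 5 genes of Table 4, and the highest of the other splits gave 0 in each case. Depth limits genes with few reads, most of all in library 60, which has the smallest size factor, 0.643.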

Differences from the paper's values

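The paper's text gives 443 DEGs upregulated and 363 downregulated in AF with an absolute log2 fold change above 1; at the adjusted p and log2 fold change of its methods limma gave 796 and 926 here, without the threshold for α that the methods also state and do not define. Of the alternatives set before the data were examined, only the fit without replicate 60 came within 1.5 times of the first number (417), and those without replicates 60, 61, 62 and 64 within 1.5 times of the second (319, 491, 257 and 313); edgeR, DESeq2, the other filters, pseudocounts and thresholds did not. In the authors' deposited table, 1233 gene models are higher and 1299 lower in ‘Heritage’ at an adjusted p under 0.01 and an absolute log2 fold change above 1, and 443 and 363 at a threshold of 2 in place of 1, out of 19951. The threshold of 2, chosen after seeing the values, gave 415 and 330 with limma and drops 152 of the 806 gene models that the authors' deposited table calls at it.

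For AGL24 (Ro04_G36356) Table 4 of the paper gives a log2 fold change of BF over AF of -1.75, and limma gave -2.31 (standard error 0.52). The edgeR and DESeq2 fits that could test it, the pseudocount of 10 and the fits without replicates 59, 60, 62 and 63 lie within their standard error of -1.75. For edgeR the standard error of limma was used, as edgeR gave none. The pseudocount of 0.1, no filter in limma and the fits without replicates 61 and 64 do not. A gap of about the size of the standard error, as in the main fit, does not show that the values differ. The authors' deposited table holds -1.75. The paper's text gives 5-fold and points to Figure 7, which plots group means, and the ratio of the group means here was 4.60. From the means of the log2 values, another measure, limma gave 4.97-fold. The alternatives ran from 3.12-fold (pseudocount of 10) to 7.03-fold (without replicate 61). The -1.75 of the paper's Table 4 is a smaller change than 5-fold. For HUA1 (Ro03_G05776) the paper gives -0.001 and limma gave 0.0015 (standard error 0.10), so the signs differ while both are near 0. Of the alternatives set before the data were examined, DESeq2, edgeR with no count filter and the fits without replicates 60 and 63 give the paper's sign and the others do not; the authors' deposited table has the paper's sign.

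The paper gives an average of about 19 M reads (mega-reads) retrieved per sample, and the recovered reads average 11.8 M. The paper's number is of reads retrieved and the number here is of reads counted in gene models, and no alternative applies.

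The paper names FCA among the genes upregulated in AF, and its Figure 7 uses Student's t-test. Here its unadjusted p from limma was 0.0430 and its adjusted p 0.0972, and none of the 18 alternatives called it; the authors' deposited table holds an adjusted p of 0.0774. The paper's Table 4 is of differentially expressed genes, and 5 of its 11 passed here at an adjusted p under 0.05 and any fold change. With DRM1, 6 passed in DESeq2 on the recovered reads and with the authors' p-values. Of the 5, only JMJ14 and COR314-TM2 also met the DEG thresholds, an adjusted p under 0.01 and a log2 fold change above 1 or below -1. AGL24 (adjusted p = 0.0203 from limma), PFT1 (log2 fold change 0.54) and ARF6 (log2 fold change 0.88) did not. Table S6 and Figure 7 name their values RPKM, but all 1998 gene models used match the means of the deposited normalized counts within a relative tolerance of 0.001, with no correction for gene length.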

Other observations

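The 3 listed markers of leaf photosynthesis were lower in ‘Heritage’ (AF) than in ‘Wakefield’ (BF) buds. Of the cell cycle genes that passed, 3 cyclins were lower and 1 inhibitor of cyclin-dependent kinases was higher. The photosystem genes LHCA2 (Ro04_G07134), with a normalized count of 1576 ± 264 in ‘Heritage’ and 4498 ± 526 in ‘Wakefield’, and PSAF (Ro03_G10895), with 1131 ± 19.8 and 1959.9 ± 243 (SD, n = 3 each), had adjusted p-values of 0.00234 and 0.00701 from limma. The small subunit of Rubisco, RBCS1A (Ro04_G02684), had a log2 fold change of -2.61 (adjusted p = 0.00324 from limma). Of 6 cyclin and cell cycle genes tested, 3 were lower and 1 was higher in ‘Heritage’ (3 and 1 when adjusted over the list alone). Cyclin D1;1 (Ro04_G00363, log2 fold change -1.19, adjusted p = 0.00694 from limma), cyclin B3;1 (Ro03_G15829, log2 fold change -0.95, adjusted p = 0.00938 from limma) and cyclin D6;1 (Ro03_G05899, log2 fold change -0.70, adjusted p = 0.0384 from limma) were lower, and an SMR3-like cyclin-dependent kinase inhibitor (Ro04_G19471, log2 fold change 0.85, adjusted p = 0.00834 from limma) was higher. Histone H3.1 (Ro03_G05180), which is made in dividing cells, was also lower (log2 fold change -0.80, adjusted p = 0.0155 from limma). Cyclin D6;1 did not pass without library 60, 61, 62, 63 or 64 (adjusted p up to 0.116 from limma), nor histone H3.1 without ‘Heritage’ library 63 or 64 (up to 0.0575).

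Several genes of flowering and branching in the fine-mapped part of LG4 from 3.50 to 4.38 Mb did not pass the test. BRC2 (Ro04_G02625 at 4369986 bp), a TCP factor that restrains bud outgrowth in Arabidopsis, had 45.8 ± 8.66 in ‘Heritage’ and 52.8 ± 28.8 in ‘Wakefield’ (SD, n = 3 each; adjusted p = 0.873 from limma). A SEP3 gene model (Ro04_G02528 at 3743388 bp) had 356, 68.4 and 36.4 in ‘Wakefield’ libraries 59, 60 and 61 and 94.7 ± 11.2 (SD, n = 3) in ‘Heritage’. An SPL gene model (Ro04_G02526 at 3725813 bp) had 442 ± 46.1 and 443 ± 51.8 (SD, n = 3 each; adjusted p = 0.986 from limma). PFT1 lies outside this part, at 4485821 bp in Table S6, as do FCA and AGL24 at 8594128 and 8736093 bp in Table 4. FCA and AGL24 also lie beyond the wider LG4 window in which the paper mapped RiAF4.

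A hypothesis written before its test was that neighbouring gene models in the intervals change in the same direction. Of 173 pairs of neighbours in which both passed at an adjusted p under 0.05 from limma, 99 shared their direction, 57.2% against 50.1% on average over 10000 shufflings of the directions within each chromosome (permutation test, one-sided p = 0.0343). Neighbours may therefore share a direction slightly more often than chance gives; reads shared between related neighbouring genes, such as the pair of cytochrome P450 gene models, were not excluded.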
